A study of Rattus norvegicus with 36 samples. Its data were reported in "Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies LRP1B and VPS13A as key genes involved in tolerance to cocaine-induced motor disturbances" (2020).

How the data were processed

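RNA was measured by sequencing in the dorsal striatum of Sprague-Dawley rats that were 8 weeks old. Per the labels, Sal–Sal rats had 15 saline injections, Sal–Coc rats had 13 saline injections followed by 3 cocaine injections, and Coc–Coc rats had 15 cocaine injections. The 13 and 3 injections of Sal–Coc together exceed the 15 of the other groups. The paper gives 3 injections a day on 5 days for every group, which makes 15, so the 13 is probably an error in the labels. The injections of a day form a binge, so Sal–Coc rats met cocaine on the last day only and Coc–Coc rats on each day. Rats were killed a day after the last injection. RNA came from pools that each combined the tissue of a pair of rats. The 36 samples were 9 pools, 3 per group, each present as 4 technical replicates lettered a to d. The pools carried the numbers 5, 6 and 7 in each group.

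The authors made stranded libraries from poly(A) RNA and read them as single reads on a NextSeq instrument. They trimmed unreadable tails, dropped short and low-quality reads, aligned the rest to the rat genome of Ensembl with STAR, and removed alignments that mapped to more than 1 place. The deposited files held raw counts, as whole numbers of reads per Ensembl gene, with no normalisation. Each file listed the same 32402 gene IDs. Because reads that mapped more than once were removed, genes with near-identical copies are undercounted, and which genes these were was not analysed here. The authors tested differential expression with DESeq inside the Eoulsan pipeline.

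The counts of the 4 technical replicates of a pool were first compared with a chi-square statistic per gene, against the counts expected from their totals, for genes with a mean of at least 10 counts per technical replicate. They were then summed, so that a pool counted as 1 replicate and each group had 3. Total counts per pool ran from 29870775 to 39493867. A count of 3, taken as the floor of detection, corresponded to between 0.076 and 0.1 CPM (the counts-per-million scale) across pools. This floor covers counting error only, since the reads carried no molecular identifiers.

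Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total count of 15, and 15884 genes passed. Libraries were scaled by TMM factors, which ran from 0.961 to 1.04. All 9 pools entered a single fit with a mean per group and no covariate, using estimateDisp, glmQLFit and the two-sided quasi-likelihood F-test of glmQLFTest. The fit had 6 residual degrees of freedom and 4.1 prior degrees of freedom, and the common biological coefficient of variation was 13.1%. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, separately in each of the 3 comparisons, and the threshold was an adjusted p-value of 0.05. Standard errors of log2 fold changes were derived from the F statistic. Principal components, Spearman correlations and pool distances used log2 CPM with a prior count of 2. CPM values per pool used effective library sizes.

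The fits were tested on simulated data. In 5 simulations, counts were drawn for the 15884 genes from the means, library sizes and dispersions of the real pools. In these, 200 genes were changed in the Coc–Coc group only, and calls were read in Coc–Coc vs. Sal–Sal only. The quasi-likelihood test recovered 45.6% of genes changed 1.5-fold, 74% of those changed 2-fold, 89.6% of those changed 3-fold and 96% of those changed 4-fold, and 6.8% of its calls were false. DESeq2 1.42.0 recovered 60%, 80.8%, 90.8% and 95.2% of the same genes, and 18.4% of its calls were false. The simulated genes varied independently and no simulated pool was an outlier, so these shares need not hold for the real pools.

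The alternatives listed before the data were examined were DESeq2 with its own size factors on the 23352 genes with any count, the older quasi-likelihood method with robust estimation, RLE and upper-quartile scaling, no filter on low counts, a filter of at least 10 counts in every pool, a fit to the 6 pools compared, the pool number as a block, the 36 technical replicates as separate libraries, technical replicate a alone, and leaving out each of the 9 pools. Added after seeing the data were edgeR's likelihood ratio test, limma 3.58.1 with voom and sample quality weights, DESeq2 without pool 5 of the Coc–Coc group, DESeq2 on the 15884 genes kept for edgeR, and DESeq2 with the block. The pairing by number comes from the sample labels. The same-numbered pools were different rats.

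Genes to be named were to be Lrp1b, Vps13a and L3mbtl1, up to 5 genes per comparison with the smallest p-value among those past the threshold whose pools did not overlap, and members of gene lists fixed in advance. The count files pair no gene names with their IDs, and the RefSeq gene table at hand, for the assembly GRCr8, matched 0 of the 32402 IDs. No gene was therefore named, the gene lists were not tested, and the first and last parts of the rule could not be applied. As 0 genes passed the threshold, the middle part gave none. The 4 gene IDs given in the results were chosen after their values were seen: each had the smallest or nearly the smallest p-value of a comparison. Gene length and GC content were not used here.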

Results

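Gene expression was measured by RNA-seq in the dorsal striatum of rats given saline only (Sal–Sal), saline and then a last day of cocaine (Sal–Coc), or cocaine throughout (Coc–Coc). Each group had 3 pools of RNA, numbered 5, 6 and 7, and each pool had 4 technical replicates. The total count per pool was 32220421, 34189827 and 35291782 in pools 5, 6 and 7 of Sal–Sal, 29870775, 37281141 and 36712684 in those of Sal–Coc, and 39493867, 39347174 and 33816548 in those of Coc–Coc. The mean was 35358247 ± 3206471 (SD, n = 9). The technical replicates had between 7317172 and 9992159 counts each. In total, 23352 genes had at least 1 count in any pool and 17294 had at least 1 count in every pool. Between 19328 and 20000 genes were counted per pool, and the 10 most abundant genes took 13.45% to 17.18% of the counts.

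The technical replicates of a pool differed by little more than sampling noise. Their chi-square statistic per degree of freedom averaged 1.017 ± 0.008 over genes (SD, n = 9 pools), where sampling alone gives 1. It lay between 1.005 and 1.028, above 1 in every pool. The share of genes with an unadjusted chi-square p-value under 0.05 lay between 4.95% and 5.48% across pools. The 4 technical replicates were accordingly counted as 1 sample. Between the 3 pools of a group, the median of this statistic over genes was 3.35 in Sal–Sal, 3.8 in Sal–Coc and 9.01 in Coc–Coc, where sampling alone gives a median of 0.69.

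Pools of different groups were about as far apart as pools of the same group. The median absolute log2 difference between a pair of pools averaged 0.15 ± 0.043 (SD) over the 9 pairs within a group and 0.157 ± 0.038 (SD) over the 27 pairs between groups. The first principal component held 29% of the variance and set pool 5 of the Coc–Coc group apart, at 50.6 against −11.3 to −0.7 for the other 8 pools. In this pool 624 genes lay at least 2-fold from the median of the other pools, against 129 to 263 genes in each of the others. Its Spearman correlation with any other pool was at most 0.9875, whereas the other 8 pools correlated with one another at 0.9922 or more. The second component held 20.5% of the variance. On it the Sal–Sal pools lay between −22.7 and −2.1, and the Sal–Coc pools at 24.8, −6.6 and 21.9, so the groups overlapped.

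**Figure D1:**
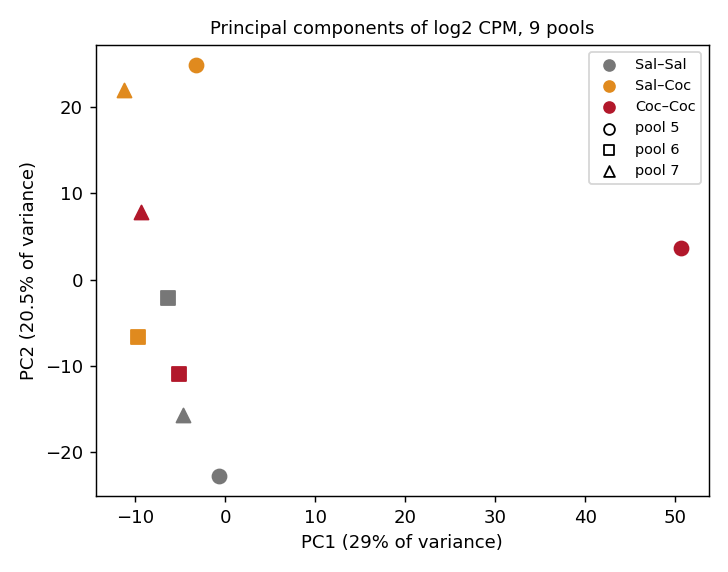
Each point is a pool, placed by the first (x axis) and second (y axis) principal component of log2 CPM over 15884 genes, with color for the group and shape for the pool number. Pool 5 of the Coc–Coc group lies at 50.6 on the first component, and the other 8 pools lie between −11.3 and −0.7.

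The Sal–Coc vs. Sal–Sal comparison addressed the response to a single day of cocaine. Of 15884 genes tested, 0 were differentially expressed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the lowest adjusted p-value was 0.33. An unadjusted p-value under 0.05 was found for 1270 genes, against 794 expected from an even spread of p-values. Of these, 469 were higher and 801 lower in Sal–Coc. The count fell to 791 of 16078 genes without pool 7 of Sal–Coc and to 804 of 16045 without pool 7 of Sal–Sal. Both are near an even spread. It rose to 1974 without pool 5 of Coc–Coc. The 3 pools of either group did not overlap for 18.4% of genes, where chance gives 10%. The median absolute log2 fold change was 0.101 and the median standard error 0.122. The number of differentially expressed genes depended on the test. DESeq2 called 59 genes, 11 higher and 48 lower. Treating the 36 technical replicates as separate libraries moved the count most, to 2891 genes. With the pool number as a block, 0 genes passed and 1134 had an unadjusted p-value under 0.05. Same-numbered pools deviated from their group means with a correlation of −0.121 across genes, so the numbers gave no positive pairing.

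The Coc–Coc vs. Sal–Sal comparison addressed the response to repeated cocaine. Here too 0 of 15884 genes passed in edgeR's quasi-likelihood test, with a lowest adjusted p-value of 0.154. An unadjusted p-value under 0.05 was found for 1146 genes, 610 higher and 536 lower in Coc–Coc, against 794 expected. This balance depended on the scaling, with 573 higher and 579 lower genes under upper-quartile factors. The pools of the groups did not overlap for 12.6% of genes, where chance gives 10%. DESeq2 called 24 genes, 6 higher and 18 lower. Of these, 11 were also among the 59 genes called for Sal–Coc vs. Sal–Sal, and all 11 changed in the same direction.

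The Coc–Coc vs. Sal–Coc comparison addressed what repeated exposure added to a single day of cocaine. Again 0 of 15884 genes passed in edgeR's quasi-likelihood test, with a lowest adjusted p-value of 0.346. An unadjusted p-value under 0.05 was found for 1116 genes, 639 higher and 477 lower in Coc–Coc, against 794 expected. The pools did not overlap for 10.6% of genes, where chance gives 10%. DESeq2 called 2 genes, 1 higher and 1 lower. Both were also among the 59 genes called for Sal–Coc vs. Sal–Sal, where each changed in the opposite direction. These comparisons share the Sal–Coc pools with opposite sign, which by itself favours opposite directions.

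**Figure D2:**
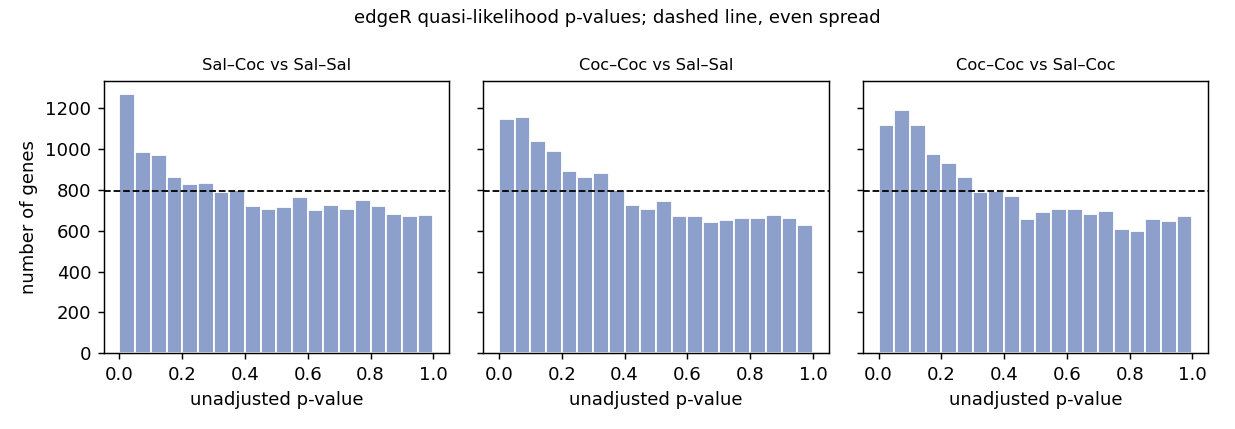
Histograms of unadjusted p-values (x axis) from edgeR's quasi-likelihood test against the number of genes (y axis) in bins of 0.05, for the 3 comparisons, with a dashed line at the 794 genes per bin of an even spread. The lowest bin holds 1270 genes for Sal–Coc vs. Sal–Sal, 1146 for Coc–Coc vs. Sal–Sal and 1116 for Coc–Coc vs. Sal–Coc, and the excess extends over the next few bins.

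The genes nearest the threshold are given by their Ensembl ID and were picked after their values were seen. ENSRNOG00000025130 had the smallest p-value for Sal–Coc vs. Sal–Sal. It was counted at 33.4 ± 4.3 CPM in Sal–Sal, 19.6 ± 2 CPM in Sal–Coc and 23.4 ± 1.08 CPM in Coc–Coc (SD, n = 3 each). It fell by 0.77 ± 0.11 (SE) on the log2 scale in Sal–Coc, with an adjusted p-value of 0.33 in edgeR and 1.36e-05 in DESeq2. In Coc–Coc vs. Sal–Sal it fell by 0.51 ± 0.11 (SE), with adjusted p-values of 0.655 in edgeR and 0.027 in DESeq2. ENSRNOG00000014448 had the smallest p-value for Coc–Coc vs. Sal–Sal. It was counted at 61 ± 3.51 CPM in Sal–Sal, 45.5 ± 1.58 CPM in Sal–Coc and 35.9 ± 4.64 CPM in Coc–Coc (SD, n = 3 each). It fell by 0.77 ± 0.09 (SE) on the log2 scale in Coc–Coc vs. Sal–Sal, with an adjusted p-value of 0.154 in edgeR and 2.14e-08 in DESeq2. In Sal–Coc vs. Sal–Sal it fell by 0.42 ± 0.09 (SE), with adjusted p-values of 0.366 and 0.0305 in the same tools.

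ENSRNOG00000042717 rose from 9.68 ± 1.41 CPM in Sal–Sal to 16.2 ± 1.68 CPM in Sal–Coc and 20.7 ± 3.8 CPM in Coc–Coc (SD, n = 3 each). Its log2 fold change was 1.09 ± 0.16 (SE) in Coc–Coc vs. Sal–Sal, with an adjusted p-value of 0.292 in edgeR and 9.51e-07 in DESeq2. In Sal–Coc vs. Sal–Sal it was 0.74 ± 0.16 (SE), with adjusted p-values of 0.349 in edgeR and 0.00861 in DESeq2. The difference between the cocaine groups was 0.35 ± 0.15 (SE), and their pools overlapped. ENSRNOG00000030243 had the smallest p-value for Coc–Coc vs. Sal–Coc. It was counted at 11 ± 1.13 CPM in Sal–Sal, 16 ± 0.548 CPM in Sal–Coc and 9.35 ± 0.814 CPM in Coc–Coc (SD, n = 3 each). Its log2 fold change was 0.54 ± 0.10 (SE) in Sal–Coc vs. Sal–Sal, with an adjusted p-value of 0.33 in edgeR and 0.00773 in DESeq2. It fell by 0.78 ± 0.10 (SE) in Coc–Coc vs. Sal–Coc, with an adjusted p-value of 0.346 in edgeR and 3.89e-06 in DESeq2.

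**Figure D3:**
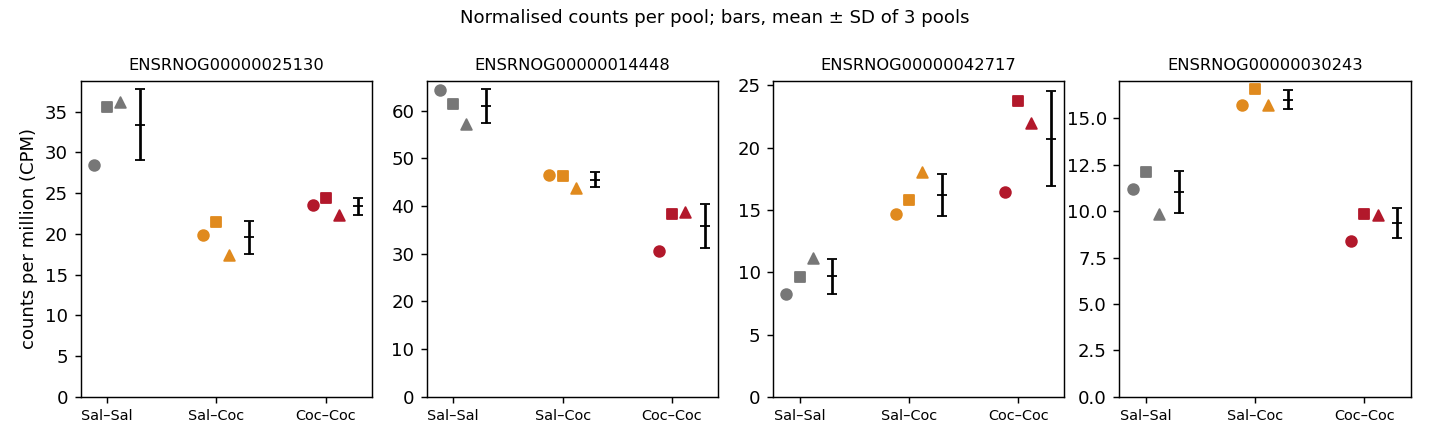
CPM, the counts-per-million scale (y axis, from 0) of 4 genes in each of the 9 pools, by group (x axis), with shape for the pool number as circles (5), squares (6) and triangles (7), and a black bar for the mean ± SD of 3 pools. For ENSRNOG00000025130 the Sal–Sal pools lie between 28.4 and 36.2 CPM and the Sal–Coc pools between 17.4 and 21.4 CPM, and for ENSRNOG00000014448 the Sal–Sal pools lie between 57.3 and 64.3 CPM and the Coc–Coc pools between 30.5 and 38.7 CPM.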

Values the study reported

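The study reported that 32,403 genes were detected in the dorsal striatum. It reported 60 differentially expressed genes in this region between the Sal–Coc and Sal–Sal groups.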

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

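The number of differentially expressed genes was 0 in all 3 comparisons with edgeR's quasi-likelihood test, beside 1270, 1146 and 1116 genes with an unadjusted p-value under 0.05 in Sal–Coc vs. Sal–Sal, Coc–Coc vs. Sal–Sal and Coc–Coc vs. Sal–Coc. It stayed at 0 in each comparison with the older quasi-likelihood method, RLE or upper-quartile scaling, no filter on low counts, at least 10 counts in every pool, only the 6 pools compared, and technical replicate a alone. With the pool number as a replicate block it was 0 in each comparison too, beside 1134, 1101 and 1096 genes with an unadjusted p-value under 0.05. The correlation of same-numbered pools was −0.121, −0.032 and 0.083 in the same order, so the block had little shared variation to remove. Leaving out each pool in turn gave from 0 to 0 genes in Sal–Coc vs. Sal–Sal, from 0 to 6 in Coc–Coc vs. Sal–Sal and from 0 to 0 in Coc–Coc vs. Sal–Coc, over 9 fits each. The exceptions were 4 genes without pool 5 and 6 genes without pool 6 of the Coc–Coc group. In these fits unadjusted counts ran from 791 to 1974 in Sal–Coc vs. Sal–Sal and from 708 to 1964 in Coc–Coc vs. Sal–Sal. In Coc–Coc vs. Sal–Coc they ran from 757 to 2133. The lowest count of each comparison was no higher than an even spread gives, so the excess depended on single pools. A fit without a pool of the groups compared also has fewer pools to detect a change.

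Other tests made calls. In the order Sal–Coc vs. Sal–Sal, Coc–Coc vs. Sal–Sal and Coc–Coc vs. Sal–Coc, DESeq2 called 59, 24 and 2 genes, and with 36 technical replicates as libraries edgeR called 2891, 3444 and 3397. The last setting treats repeated reads of a pool as independent, and the technical replicates differed by little more than sampling noise. Among the tests added after the data were seen, edgeR's likelihood ratio test called 56, 21 and 1, voom with sample quality weights 68, 2 and 0, DESeq2 on the 15884 genes kept for edgeR 61, 24 and 2, DESeq2 with the replicate block 32, 31 and 4, and DESeq2 without pool 5 of the Coc–Coc group 224, 51 and 6. Of the DESeq2 calls, 46, 19 and 1 were also called by the likelihood ratio test, and 44, 2 and 0 by voom. In edgeR's quasi-likelihood fit all 59, 24 and 2 genes kept the direction they had in DESeq2 and had an unadjusted p-value under 0.05, with adjusted p-values from 0.33 to 0.574, 0.154 to 0.677 and 0.346 to 0.68. The likelihood ratio test and the quasi-likelihood test used the same counts, filter and scaling, so the difference between 56 and 0 calls came from how each gene's dispersion was estimated and entered the test. For the other settings the cause was not tested.

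All 59 genes that DESeq2 called in Sal–Coc vs. Sal–Sal were among the 224 called without pool 5 of the Coc–Coc group, although that pool belongs to neither group. Of the 24 genes called in Coc–Coc vs. Sal–Sal 18 remained, and of the 2 called in Coc–Coc vs. Sal–Coc 1 remained. The pool had the lowest voom quality weight, 0.229, against 0.712 or more in the other pools.

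Genes detected fell from 23352 to 18829 when at least 10 counts summed over pools were required. The chi-square statistic between technical replicates was 1.017 at a mean of at least 10 counts and 1.019 at a mean of at least 100. Among the counts of genes with an unadjusted p-value under 0.05, 57 of 72 alternatives stayed within 1.5 times the values above, 6 were lower and 9 higher. The majority of higher genes in Coc–Coc vs. Sal–Sal, 53.2%, turned to a minority in 4 of 24 alternatives: 49.7% under upper-quartile scaling, 46.4% with only the 6 pools compared, and 48.3% and 44.5% without pool 6 or 7 of Sal–Sal. That in Coc–Coc vs. Sal–Coc, 57.3%, did so in 1 of 24, at 48.9% without pool 7 of Sal–Coc. The 9 log2 fold changes given for single genes kept their direction in all 216 alternatives, and in 53 of them the gene passed the threshold. As the genes were picked from these same data, the kept direction was nearly fixed in advance and is no independent support. Each of the 9 results passed with the 36 technical replicates as libraries. The result of ENSRNOG00000042717 in Coc–Coc vs. Sal–Coc passed only in that setting. Over these alternatives the adjusted p-value of ENSRNOG00000025130 in Sal–Coc vs. Sal–Sal ran from 1.62e-11 to 0.949. In Coc–Coc vs. Sal–Sal that of ENSRNOG00000014448 ran from 1.49e-14 to 0.79, and that of ENSRNOG00000042717 from 2.4e-13 to 0.79. For ENSRNOG00000030243 in Coc–Coc vs. Sal–Coc it ran from 9.83e-11 to 0.857. The lowest values of ENSRNOG00000025130, ENSRNOG00000014448 and ENSRNOG00000030243 came from the 36 technical replicates as libraries, which are not independent. Without that setting their lowest values were 1.16e-06, 1.22e-10 and 2.46e-06, each from a DESeq2 fit. With the block, DESeq2 no longer called ENSRNOG00000014448 or ENSRNOG00000030243 in Sal–Coc vs. Sal–Sal, at adjusted p-values of 0.0936 and 0.0819. Nor did it call ENSRNOG00000025130 in Coc–Coc vs. Sal–Sal, at 0.0649. The other single-gene results that DESeq2 called without the block still passed. The number of genes at least 2-fold away in pool 5 of the Coc–Coc group was 443 to 620 under other scalings, the stricter filter and technical replicate a alone, and 1150 with no filter. The value for technical replicate a alone, 443, is over the 14062 genes that passed the filter on those counts, and over the 15884 genes of the summed pools that technical replicate had 660.

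The corrections for GC content and gene length, alone or with the block, and the tests of gene lists were not run, because the IDs were matched to no gene names or lengths.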

Other observations

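The tests of pool 5 of the Coc–Coc group (except that of a separate run), of simulated false calls, of the lettered technical replicates, of differences between Coc–Coc pools, and of splits for the quasi-likelihood calls were chosen only after the result was seen. The others were chosen before.

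The number of differentially expressed genes in Sal–Coc vs. Sal–Sal here was 0, with 1270 genes at an unadjusted p-value under 0.05. That is lower than the value quoted from the study above. With DESeq2, the successor of the tool the authors used, it was 59. Each count file held 32402 gene rows and 32403 lines with its header, and 9050 genes were at 0 in all 9 pools. The number of lines equals the number of detected genes quoted above.

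Other splits of the 6 pools of a comparison were fitted with the remaining group unchanged. The real split parts all 3 same-numbered pairs, as do 4 of the 10 splits, so the share of splits as large as the real one is never under 0.25. The other 6 splits part 1 such pair and keep 2 together. In edgeR's quasi-likelihood test, where the real count was 0, 4 of the 4 splits gave as many genes in each comparison, which was fixed in advance. For Sal–Coc vs. Sal–Sal, 1 of the 4 splits, the real one, reached 1270 genes with an unadjusted p-value under 0.05, 1 of 4 reached 59 DESeq2 calls, and 1 of 4 reached 2919 genes with no overlap, 18.4% against the 10% of chance. Over all 10 splits the real one was also the highest on each count, and the next highest had 1018, 39 and 2702 genes. For Coc–Coc vs. Sal–Sal, 1 of 4 splits reached 1146 genes, 2 of 4 reached 24 DESeq2 calls, and 1 of 4 reached 1995 genes with no overlap, and over all 10 splits it was 3, 2 and 2. A split that set pools 5 and 7 of Coc–Coc with pool 6 of Sal–Sal against the rest gave 52 DESeq2 calls. For Coc–Coc vs. Sal–Coc, 3 of 4 splits reached 1116 genes, 3 of 4 reached 2 DESeq2 calls, and 3 of 4 reached 1689 genes with no overlap, and over all 10 splits it was 6, 7 and 5. With so few splits none of these counts can be told apart from an accident of how the pools fell into groups, and only Sal–Coc vs. Sal–Sal led its splits on each of the 3 counts above 0.

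DESeq2 calls could be false calls of the tool at 3 pools per group. In 5 simulations of 15884 genes with no changed gene it called at most 17 genes in Sal–Coc vs. Sal–Sal, 11 in Coc–Coc vs. Sal–Sal and 20 in Coc–Coc vs. Sal–Coc, against 61, 24 and 2 in the data over the same 15884 genes. The calls of the first and second comparison exceeded those of each simulation, and the 2 calls of the third did not. The simulated null may be too low for the real pools, however. Splits that mixed the groups gave up to 39 calls in Sal–Coc vs. Sal–Sal and 52 in Coc–Coc vs. Sal–Sal. Those splits were fitted on the 23352 genes with any count, and each keeps part of any difference between the groups. They are thus no strict null either, and the simulations do not rule out false calls. The quasi-likelihood test made from 0 to 1 false calls in the same simulations. The simulated pools had no outlying pool, so this does not cover the effect of pool 5 of the Coc–Coc group.

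Pool 5 of the Coc–Coc group stood apart from the other 8 pools, with 448 genes at least 2-fold higher and 176 at least 2-fold lower than their median. The other Coc–Coc pools had 159 and 129 such genes in all, so the treatment shared by the group does not account for it. Depth did not account for it, since 631 genes were 2-fold away after all pools were thinned to the lowest total, against 275 or fewer in any other pool. A single faulty technical replicate did not, since over the 15884 genes kept for the summed pools each of its 4 technical replicates had at least 617 such genes, against at most 352 in any technical replicate of another pool. A few abundant genes did not, since its top 10 genes held 13.86% of counts, within the 13.45% to 17.18% of the others. A mislabelled pool of another group did not, since its highest Spearman correlation with another pool was 0.9875, below the 0.9922 of the least similar pair among the others. This covers only the pools measured here, and the ventral striatum pools that the study also made were not compared. A candidate explanation is RNA of another tissue or cell type in this pool, for example from a dissection that took in neighbouring tissue. Of its deviating genes 71.8% were higher, which does not single it out, since the share was 75.4% in pool 5 of Sal–Sal and 64.8% in pool 6 of Sal–Coc. Those 448 higher genes had a mean correlation of 0.0718 with one another across the other 8 pools within groups, where 1000 random gene sets matched on expression and spread reached at most 0.0636 and had a median of 0.0354. Correlated genes of any other origin would give the same result, and with no gene names no tissue could be tested. The test of a separate sequencing run was not clear. The share of its counts in technical replicate a lay below the range of the other pools by 1.2 times the width of that range, past the limit set before, but it was 25.13% against 25.2% on average over all 9 pools, and the order of the letters was that of the other pools. The same shares are used below for a run shared by all 9 pools, so they point both ways for this pool and a separate run was not ruled out. GC content, gene length and reads shared between gene copies were not tested, so the pattern cannot be told apart from a technical cause.

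In every pool technical replicate b had the highest and technical replicate d the lowest total count. A candidate explanation is that the letters are the lanes of a shared run on which 1 library of each pool was read. The share of a letter in its pool's total had a coefficient of variation of at most 0.12% over the 9 pools, while the pool totals themselves varied by 9.1%. With the chi-square statistic of 1.017, this is what lanes of a shared run would give. An exception is the share of technical replicate a in pool 5 of Coc–Coc given above. The highest and the lowest pool of a letter always lie outside the range of the others, so lying outside it alone marks no exception. Technical replicate c of pool 5 of Coc–Coc was the highest of its letter, at 25.063% against 25.013% to 25.047%. Technical replicate d of pool 7 of Coc–Coc was also the highest of its letter, at 24.524% against 24.477% to 24.506%. No biological explanation was tested.

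The changes from Sal–Sal in the Sal–Coc and Coc–Coc groups correlated at 0.511 across 15884 genes, which are not independent replicates. Both changes share the Sal–Sal pools. Among all 840 assignments of the 9 pools to 3 groups, 45.7% gave a correlation as high, with a median of 0.491, so the shared pools alone may account for the similarity of a single day and repeated cocaine over all genes. The same sharing bears on the 11 genes that DESeq2 called in both comparisons, and sharing of the Sal–Coc pools bears in the same way on the 2 genes called in both Sal–Coc vs. Sal–Sal and Coc–Coc vs. Sal–Coc.

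The difference between Sal–Coc and Sal–Sal might follow a source of variation that also separates pools treated alike. Across genes it correlated at −0.288 with the difference between pools 6 and 7 of the Coc–Coc group, and at 0.0674 and −0.125 with the differences of pool 5 from pools 6 and 7. These values lie between those set for presence and absence of such a source, and it cannot be ruled out.

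Lower genes outnumbered higher genes among those with an unadjusted p-value under 0.05 in Sal–Coc vs. Sal–Sal, where 36.9% were higher. Under RLE and upper-quartile scaling and the filter of 10 counts in every pool the share of higher genes was at most 36.5%. The share was 35.1% with RLE and 34.1% with upper-quartile factors, which argues against the choice among these scalings as the cause. Upper-quartile factors did move the share in Coc–Coc vs. Sal–Sal, from 53.2% to 49.7%. An error common to these scalings is not ruled out. Nor are genes with few counts, since the filter kept 14868 of 15884 genes. The size of the imbalance depended on single pools and on the model. The share of higher genes ran from 28.7% to 45.6% when a pool was left out, highest without pool 7 of Sal–Coc, and was 42.7% with only the 6 pools compared and 45.8% with voom. It stayed under 50% in 23 of 24 alternatives, the exception being 51.5% with the 36 technical replicates as libraries. The difference between groups and the other sources above were not separated, and GC content and gene length were not tested.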
